A study of Homo sapiens with 12 samples. Its data were reported in "Short-chain fatty acids propionate and butyrate control growth and differentiation linked to cellular metabolism" (2024).

How the data were processed

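Total RNA from SW480 cells was depleted of rRNA, made into libraries with the NEBNext Ultra II kit and sequenced in paired-end mode. Per the labels and the study's methods, the authors aligned the reads to GRCh38 (hg38) with STAR 2.5.4b and estimated expression per gene on the GENCODE annotation with RSEM 1.3.1. The GENCODE release and the strand setting were not given in the sources used here. The deposited values were the authors' RSEM expected counts per gene, which are estimated counts that need not be whole because RSEM divides a read that fits several genes among them. They were not scaled between libraries. The authors tested their own comparisons with DESeq2 1.20.0.

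The NaPr and NaBu experiments were deposited as separate tables, and each table held the 3 untreated and the 3 treated libraries of its own experiment. The group of each sample was taken from the treatment stated in its labels, and the titles served only to match columns to samples. A column named as a control was matched to the sample whose title carried the same date as the treated samples of that table. The expected counts were rounded to whole numbers, which changed no library total by more than 0.0011%. Both tables shared 60725 gene rows. The NaPr table also held 746 rows that name no gene (97 spike-in rows and 649 rows with a bare number), which took 0.00438 to 0.00658% of the counts of a NaPr library and were left out. Gene symbols came from the GENCODE release 44 annotation, which named 93.2% of the gene identifiers, and coordinates are those of GRCh38 in that release. Reads of near-identical genes and of overlapping genes on opposite strands cannot be separated with certainty in such counts. Values in CPM (counts scaled to a common library total) below are scaled with TMM factors, except where they are said to be CPM of the library total.

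Differential expression was tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16 on the rounded counts, with TMM normalization, the filter of edgeR on low counts (minimum count 10, minimum total 15) and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. NaPr 10 mM was compared with NaPr 0 mM and NaBu 1 mM with NaBu 0 mM, each in a fit of its own 6 libraries without covariates. A fit of all 12 libraries gave the difference of the responses (the NaBu log2 fold change minus the NaPr one), the direct comparison of NaPr 10 mM with NaBu 1 mM, and the comparison of the untreated libraries of both experiments. Standard errors of log2 fold changes were derived from the same fits, and intervals of differences are at the 95% level. A gene with no counts in a group is given a bound from a floor of 3 counts over the group, and a gene with 1 to 3 counts a ratio with its exact counting interval. Such bounds and intervals cover counting error only.

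A total of 49 gene lists, fixed before the data were examined, were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, provided that at least 3 members passed the filter, with adjustment over the lists of a comparison. The same test was run with a correlation estimated from the data for each list, and fry was run on the same values. For each list the members that rose or fell are counted after adjustment over all genes, and the counts adjusted over the list alone are added where they differ. Only members that passed the filter were tested and counted. A member near 0 counts without treatment passes it only if it is higher with treatment, which favors rises in such lists.

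The genes to be named were also chosen by a rule fixed before the data were examined. It took the 9 genes that the study names in its RNA-seq results, the 6 highest and the 6 lowest log2 fold changes of each compound and of the difference of responses among called genes with a mean of at least 10 CPM (for the compounds, with all treated libraries on the same side of all untreated ones), and up to 3 members in the direction of each called list and 2 against it. Members of lists of at most 20 genes could be named as well, and a gene named in one comparison could be given in the others. Any other named gene is said to be chosen after its values were seen.

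The testing code was checked on simulated counts, with a set of genes changed by known amounts, drawn from the means and library sizes of the real libraries. At a log2 change of 1 it recovered 61.9% of the changed genes in the NaPr design, 86.2% in the NaBu design and 30.8% in the design for the difference of responses. It called 0.12%, 0.0866% and 0.0227% of the unchanged genes, which were 9133 of 9368, 18471 of 18712 and 17584 of 17825 genes tested. No 2 libraries of a group agreed within sampling noise: the chi-square statistic per degree of freedom was 2.04 or more for every pair of replicates.

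The alternatives chosen before the data were examined were size factors by relative log expression (RLE), library totals only, removal of mitochondrially encoded and small RNA genes, no filter on low counts, a filter of 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma-voom, a log2 fold change of at least 1, a single fit of all 12 libraries, the replicate number as a block, and leaving out each library in turn. Thinning the deeper libraries to the depth of the shallower ones, removing the trend of each library on GC content and gene length, testing the difference only on genes that passed both filters, and DESeq2 with a log2 threshold were added after the data had been seen.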

Results

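Gene expression was measured by paired-end RNA-seq of rRNA-depleted libraries from SW480 cells, an established human line from a colorectal adenocarcinoma. The cells had been given sodium propionate (NaPr) or sodium butyrate (NaBu), salts of short-chain fatty acids whose carbon chains differ by a methylene group. The 12 libraries formed 4 groups of 3: cells without NaPr (0 mM) and with 10 mM NaPr, and, in a separate experiment of another date, cells without NaBu (0 mM) and with 1 mM NaBu. Cells were treated for 12 to 16 h according to the labels. The study calls the libraries of a group experimental replicates, but neither it nor the labels say that they came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

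The experiments differed in depth and in RNA composition. The library totals lay between 906453 and 1018270 counts at 0 mM NaPr and between 1622352 and 1826564 at 10 mM NaPr. They lay between 43107178 and 61019805 at 0 mM NaBu and between 41671180 and 63616943 at 1 mM NaBu. Genes with at least 10 counts numbered 8092 ± 124 and 9869 ± 221 per library without and with NaPr (mean ± SD, n = 3), and the NaBu libraries had 17597 to 19949. Mitochondrial rRNA took 25.6 ± 0.325% of the counts at 0 mM NaPr and 32.8 ± 4.04% at 10 mM NaPr, but 0.117 ± 0.0243% and 0.11 ± 0.0382% without and with NaBu. Annotated cytosolic rRNA took 6.66 ± 0.367% and 3.08 ± 0.298% in the NaPr experiment and no more than 0.006% in any NaBu library. The 10 most abundant genes held 39.1 ± 0.525% and 41.1 ± 4.3% of the NaPr counts and 14.04 ± 0.986% and 16.9 ± 2.97% of the NaBu counts. NaBu 1 mM replicate 3 stood apart from its group, with 20.3% of its counts in these genes and 14.02% in the RNAs 7SL and 7SK. No sample group outside these 4 was present.

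**Figure D1:**
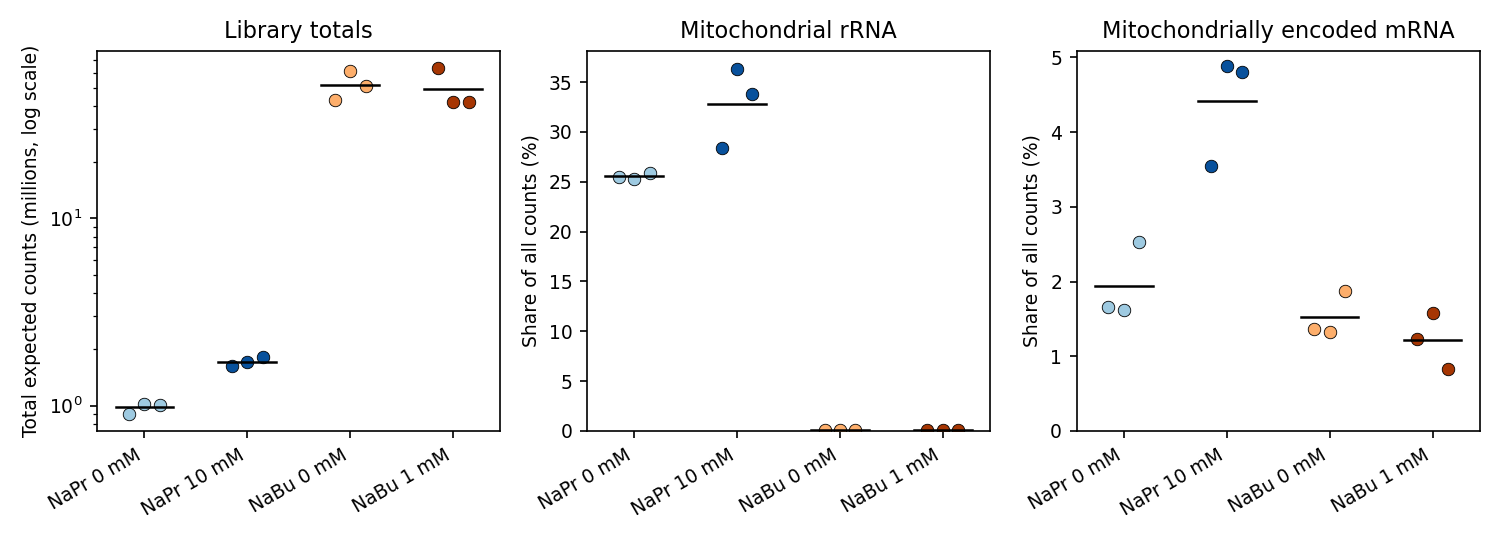
Total expected counts (log scale), the share of mitochondrial rRNA and the share of mitochondrially encoded mRNA (both in percent of all counts) for each library (points) of the 4 groups, with the group mean (line). The NaPr libraries lie between 906453 and 1826564 counts and the NaBu libraries between 41671180 and 63616943, and the share of mitochondrial rRNA is 25.3% or more in every NaPr library.

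The comparison of NaPr 10 mM with NaPr 0 mM asked which genes respond to propionate. Of the members tested with NaPr, 37 of 39 genes of DNA replication, 35 of 44 of mitosis and 35 of 45 histone genes fell. By contrast, 22 of 28 neuronal, 20 of 28 immediate-early, 16 of 31 lysosomal and 22 of 38 ion pump and channel genes and all 13 mitochondrially encoded mRNAs rose. The calls of all these lists were lost with an estimated correlation (adjusted p = 0.0528 to 0.357). Only 28 of 63 neuronal and 38 of 64 ion pump and channel genes passed the filter on low counts, which favors rises. SAT1, which encodes an enzyme of polyamine breakdown, went from 60.2 ± 10.9 to 477 ± 3.02 CPM (SD, n = 3), a log2 fold change of 2.99 ± 0.13 (SE; edgeR adjusted p = 1.29e-14). The peptidylarginine deiminase gene PADI2 (ENSG00000117115.12, chromosome 1, 17066761 to 17119451, GRCh38) went from 2.89 ± 1.61 to 121 ± 11.3 CPM (5.31 ± 0.26, adjusted p = 1.33e-13). The proliferation marker MKI67 fell from 1040 ± 81.8 to 351.6 ± 23.1 CPM (−1.57 ± 0.11, adjusted p = 3.12e-11).

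edgeR called 4789 of the 9434 genes tested, 2493 higher and 2296 lower, and 1379 and 932 of them changed by a log2 fold change of at least 1. Higher calls made up 52.1%, and 40.4% when libraries were scaled by their totals only, which shifted the median log2 fold change of all genes by −0.16. Where a named gene is said below to have risen or fallen with NaPr, all 3 treated libraries lay on the same side of the 3 untreated ones. Counts of list members that rose or fell rest on the adjusted p and the direction only.

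Of 39 tested genes of the G1/S transition and DNA replication, 37 fell and 1 rose (38 and 1 adjusted over the list alone), with a median log2 fold change of −1.24 (camera adjusted p = 1.96e-12, and adjusted p = 0.124 with an estimated correlation). The thymidylate synthase gene TYMS fell from 73.9 ± 5.31 to 7.98 ± 3.44 CPM (−3.21 ± 0.24). The helicase subunit genes MCM4 and MCM7 stood at −1.67 ± 0.11 and −1.47 ± 0.11. The exception was the thymidine kinase gene TK1, at 0.65 ± 0.16. Of 44 genes of G2/M and mitosis, 35 fell and none rose (36 adjusted over the list alone, median −0.99, camera adjusted p = 9.04e-11, and adjusted p = 0.0528 with an estimated correlation). They included FOXM1, a transcription factor of mitotic genes (−1.73 ± 0.13), and the condensin subunit gene SMC4 (−1.53 ± 0.12). Of 45 replication-dependent histone genes 35 fell and 1 rose, with a median of −1.15 (camera adjusted p = 2.24e-08, and adjusted p = 0.219 with an estimated correlation). H2BC4 stood at −1.67 ± 0.12, H2BC18 at −1.54 ± 0.12 and H2AC14 at −1.43 ± 0.14, although reads of histone genes are partly shared among near-identical copies. The exception, H2BC21, stood at 0.37 ± 0.13, and its call was lost without NaPr 0 mM replicate 1 or NaPr 10 mM replicate 2 (highest adjusted p 0.162).

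Of 28 neuronal and synaptic genes 22 rose and 1 fell (23 and 1 adjusted over the list alone, median 1.54, camera adjusted p = 1.68e-06, and adjusted p = 0.124 with an estimated correlation). The list held 63 genes, and 3 of the 28 tested had only 1 to 3 counts in a group. The filter on low counts favors rises in such a list. The median was 1.55 to 2.43 with 1 library left out. SLC17A7, a vesicular glutamate transporter gene, went from 1.67 to 88.9 CPM (5.68 ± 0.33) and the tubulin gene TUBB4A stood at 3.09 ± 0.21, whereas MAP1B fell (−0.80 ± 0.10). Among AP-1 and immediate-early genes 20 of 28 rose and 1 fell (21 and 1 adjusted over the list alone, median 0.90, camera adjusted p = 1.28e-05, and adjusted p = 0.131 with an estimated correlation). NR4A1 rose by 2.24 ± 0.14 and KLF2 by 3.28 ± 0.19, while FOSL1 fell (−1.04 ± 0.13). Of 38 ion pump and channel genes 22 rose and 6 fell (23 and 6 adjusted over the list alone, median 0.63, camera adjusted p = 0.00156, and adjusted p = 0.124 with an estimated correlation). Only these 38 of the 64 listed passed the filter. The sodium-potassium ATPase genes ATP1A3 and ATP1B2 stood at 4.54 ± 0.22 and 4.49 ± 0.25, and the chloride channel gene ANO1 fell (−1.89 ± 0.10). All 3 tested peptidylarginine deiminase genes rose, PADI3 by 4.12 ± 0.20 and PADI1 by 1.09 ± 0.19 (camera adjusted p = 0.00932, and adjusted p = 0.219 with an estimated correlation).

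Lysosome and autophagy genes rose in 16 of 31 cases and fell in 1 (17 and 1 adjusted over the list alone, median 0.80, camera adjusted p = 3.67e-04, and adjusted p = 0.124 with an estimated correlation). NPC1, which exports cholesterol from lysosomes, stood at 2.34 ± 0.12, the sialidase gene NEU1 at 2.23 ± 0.16 and ATG2A at 2.38 ± 0.14, and HEXA fell (−1.03 ± 0.26). Of 22 cholesterol synthesis genes 13 rose and none fell (median 0.62, camera adjusted p = 0.0063, and adjusted p = 0.156 with an estimated correlation). TM7SF2 stood at 2.15 ± 0.20, DHCR7 at 1.46 ± 0.15 and LSS at 1.42 ± 0.16. All 13 mitochondrially encoded mRNAs rose, with a median of 1.35 (camera adjusted p = 7.64e-05, and adjusted p = 0.357 with an estimated correlation). MT-CO1 changed by 1.44 ± 0.16. The share of mitochondrial rRNA in the counts moved with them, as given above.

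Among chromatin enzymes, 7 of 18 histone acyltransferase and acyl reader genes fell and 1 rose (median −0.34, camera adjusted p = 0.0329, and adjusted p = 0.225 with an estimated correlation). CREBBP stood at −0.90 ± 0.14, EP300 at −0.65 ± 0.13 and KAT6B at −1.10 ± 0.24, and MLLT3 higher at 1.67 ± 0.44. TGF-beta and SMAD genes rose in 12 of 21 cases and fell in 2 (median 0.46, camera adjusted p = 0.0342, and adjusted p = 0.342 with an estimated correlation). With 1 library left out their median was 0.48 to 0.71 and the highest camera adjusted p 0.0498. CCN1 changed by 1.66 ± 0.12, SERPINE1 by 1.05 ± 0.10 and LTBP2 by −1.52 ± 0.15. Of 4 tested of 8 listed metallothionein genes 3 rose (median 1.64, camera adjusted p = 0.0343, and adjusted p = 0.312 with an estimated correlation). Their median was 1.02 to 2.19 with 1 library left out. MT1X changed by 2.88 ± 0.27 and MT2A by 0.69 ± 0.10, with some reads shared between copies. Some markers of fibroblasts also moved in this cell line, since the 3 tested of 13 listed (COL1A1, COL6A3 and FBLN1) rose (median 2.25, camera adjusted p = 0.0329, and adjusted p = 0.225 with an estimated correlation). The others did not pass the filter.

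The fibroblast list could be tested in 4 of the 6 fits that left out a library, and was called in these. The calls of further lists were lost when a library was left out. Ribosomal protein genes rose in 35 of 78 cases and fell in 6 (median 0.28, camera adjusted p = 0.0329, and adjusted p = 0.582 with an estimated correlation). RPS5 changed by 1.02 ± 0.10 and RPLP1 by 1.07 ± 0.11. That call was lost without NaPr 0 mM replicate 3 (median 0.15, adjusted p = 0.174) and with library totals only (median 0.12, adjusted p = 0.122). Histone deacetylases and sirtuins rose in 7 of 14 cases and fell in 1 (median 0.90, camera adjusted p = 0.0372, and adjusted p = 0.225 with an estimated correlation). HDAC5 stood at 1.51 ± 0.19, SIRT2 at 1.48 ± 0.23 and HDAC7 at −1.44 ± 0.18. The call was lost without NaPr 0 mM replicate 2 or 3 or NaPr 10 mM replicate 2 (highest adjusted p 0.115). Over all fits that left out 1 library the median of this list was 0.54 to 0.94. MYC targets and ribosome biogenesis genes fell in 15 of 37 cases and rose in 5 (median −0.28, camera adjusted p = 0.0477, and adjusted p = 0.225 with an estimated correlation). UTP20 changed by −1.78 ± 0.20, and the call was lost without any of the 3 NaPr 10 mM replicates (1, 2 or 3, highest adjusted p 0.104). NF-kappa-B and inflammatory genes rose in 10 of 17 cases and fell in 2 (3 adjusted over the list alone, median 1.22, camera adjusted p = 0.0372, and adjusted p = 0.245 with an estimated correlation). TNFAIP2 changed by 2.10 ± 0.17 and NFKB1 by −1.99 ± 0.33, and the call was lost without NaPr 0 mM replicate 3 or NaPr 10 mM replicate 1, 2 or 3 (highest 0.0841).

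Glycolysis genes rose in 15 of 24 cases and fell in 1 (median 0.38, camera adjusted p = 0.0343, and adjusted p = 0.342 with an estimated correlation), and actin cytoskeleton and motility genes rose in 23 of 42 and fell in 8 (median 0.35, camera adjusted p = 0.0342, and adjusted p = 0.225 with an estimated correlation). ALDOC stood at 3.84 ± 0.46, LDHA at −0.54 ± 0.11, the actin-bundling gene FSCN1 at 2.87 ± 0.14 and TPM4 at −1.30 ± 0.11. These calls were lost without NaPr 0 mM replicate 3 (highest adjusted p 0.0679 and 0.0522), the actin call also without NaPr 0 mM replicate 1. Keratin genes rose in 7 of 12 cases and fell in 2 (median 0.57, camera adjusted p = 0.0372, and adjusted p = 0.225 with an estimated correlation). KRT19 changed by 1.56 ± 0.11 and KRT5 by −0.56 ± 0.10, and the call was lost without NaPr 0 mM replicate 3 (0.0522). Of 22 fatty acid oxidation and PPAR target genes 9 rose and 1 fell (9 and none adjusted over the list alone, median 0.41, camera adjusted p = 0.0329, and adjusted p = 0.219 with an estimated correlation). UCP2 changed by 1.17 ± 0.14, with the call lost without NaPr 0 mM replicate 3 or NaPr 10 mM replicate 2 (highest 0.0589). Over all fits that left out 1 library the median of this list was 0.24 to 0.51. Of 5 transporters and receptors of short-chain fatty acids 3 rose, namely SLC16A3, SLC16A4 and BSG, by 1.78 ± 0.15, 1.77 ± 0.39 and 1.33 ± 0.10 (camera adjusted p = 0.0452, and adjusted p = 0.225 with an estimated correlation), with the call lost without NaPr 0 mM replicate 1 or 2 or NaPr 10 mM replicate 2 (highest 0.095). With the trend on GC content and length removed, the histone deacetylase, NF-kappa-B, glycolysis, actin and keratin lists had adjusted p of 0.144, 0.0829, 0.111, 0.0925 and 0.157, with medians of 0.56, 0.69, 0.30, 0.30 and 0.29. The MYC target list lost its call without mitochondrial and small RNA genes (0.0625), the glycolysis list with library totals only (0.0525), and the histone deacetylase and transporter lists without a filter on low counts (0.0782 and 0.0573).

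Lists without a call included the CDK inhibitors (3 of 6 rose and 2 fell, camera adjusted p = 0.405), in which CDKN1A stood at 1.47 ± 0.13 and CDKN1C at 2.40 ± 0.30. Wnt/beta-catenin targets (8 rose and 8 fell of 23, camera adjusted p = 0.799), p53 targets (10 and 2 of 21, 0.0823), apoptosis regulators (10 and 5 of 26, 11 and 6 adjusted over the list alone, 0.338) and propionate metabolism genes (6 and 3 of 20, 0.273) were not called either.

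The genes that the study names were chosen by the study on these samples, so their directions are not independent evidence. Of these 9, 7 rose and 2 fell with NaPr (camera adjusted p = 0.0132, and adjusted p = 0.225 with an estimated correlation). Besides SAT1 (ENSG00000130066.16, chromosome X, 23783173 to 23786210, GRCh38), AHNAK2 (ENSG00000185567.6, chromosome 14, 104937244 to 104978374) rose by 2.98 ± 0.14 and the reductase gene DHRS2 (ENSG00000100867.14, chromosome 14, 23630115 to 23645639) by 3.80 ± 0.17. The transcription factor genes MYC (ENSG00000136997.15, chromosome 8, 127735434 to 127742951), FOS and JUN rose by 1.93 ± 0.11, 1.57 ± 0.12 and 1.57 ± 0.14. ANP32B (ENSG00000136938.8, chromosome 9, 97983341 to 98015943) fell by 2.62 ± 0.14.

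Several of the genes with the highest fold changes had no counts in the untreated NaPr libraries, so only bounds can be given. CRLF1 was at least 31.0-fold higher with NaPr, the cyclooxygenase gene PTGS1 at least 27.4-fold, ZCCHC12 at least 26.8-fold and the sodium-calcium exchanger gene SLC8A2 at least 22.9-fold. HPCAL4 went from 1 to 225 counts, a ratio of 143 after scaling (95% counting interval 25.5 to 5688), and TMPRSS9 from 2 to 354 counts, a ratio of 113 (31.0 to 935). CRLF1 overlaps the end of TMEM59L on chromosome 19, so their reads cannot be fully separated. The lowest log2 fold changes were those of ZHX2 (−3.24 ± 0.37), TYMS, the potassium channel gene KCNJ5 (−3.16 ± 0.29), NSMAF (−2.99 ± 0.31), MMS22L (−2.73 ± 0.30) and SUSD1 (−2.72 ± 0.32).

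**Figure D2:**
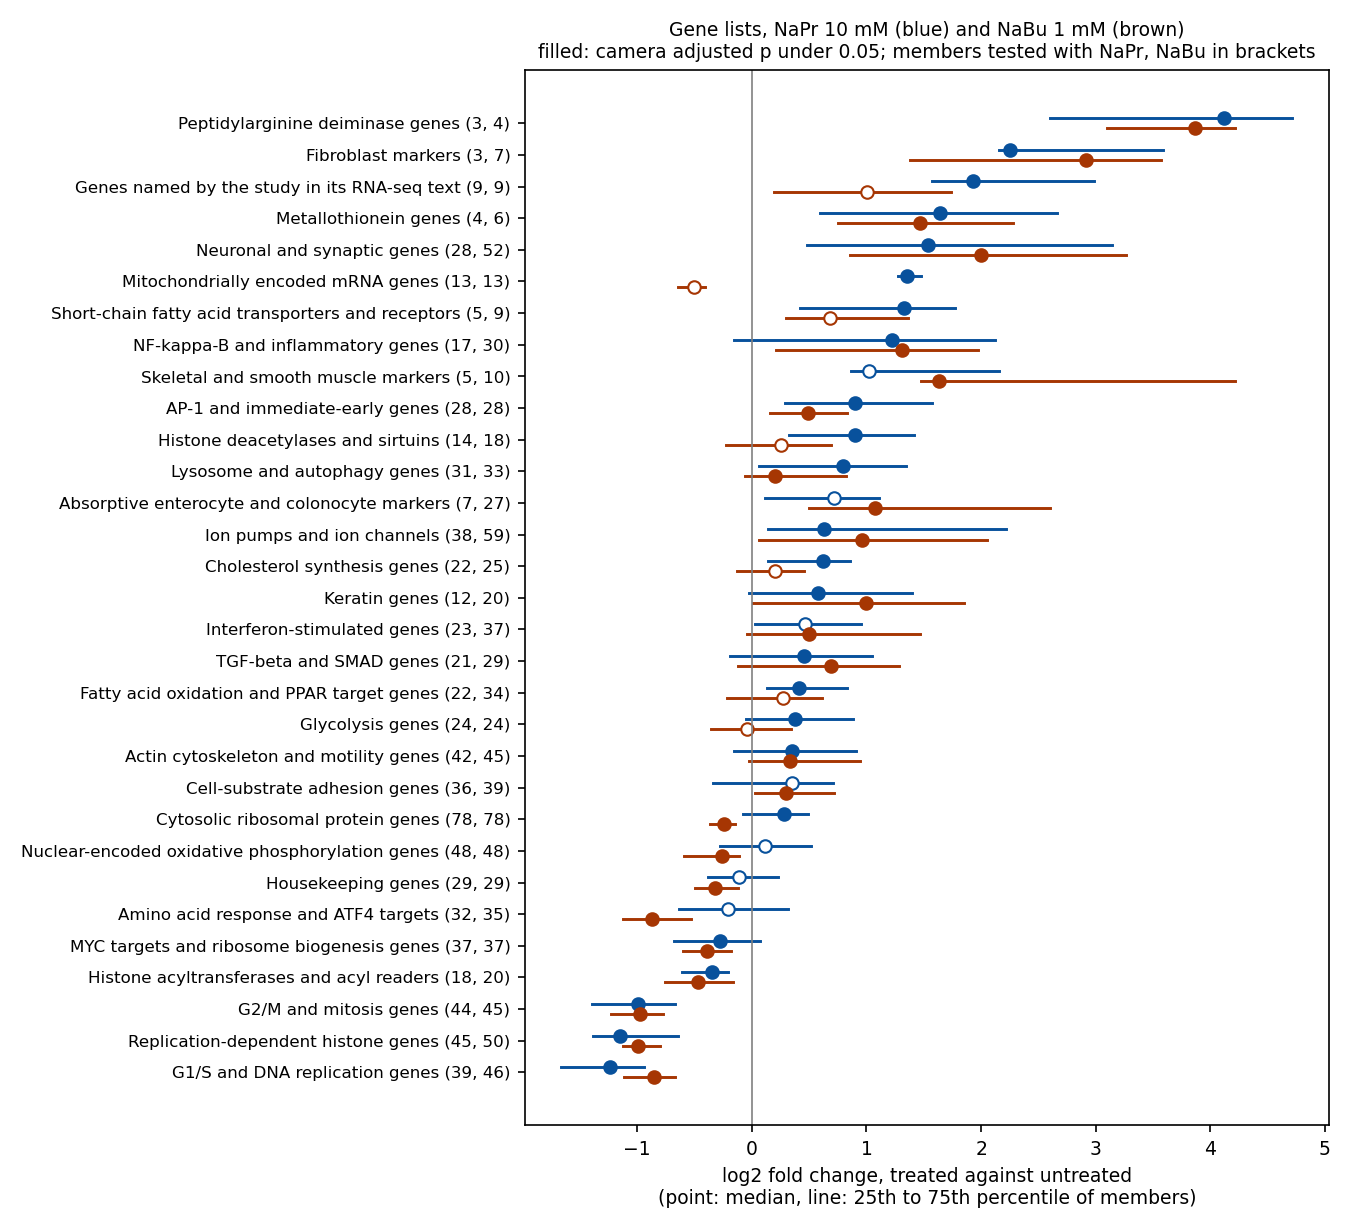
Median log2 fold change (point) and 25th to 75th percentile (line) of the members of each gene list called with NaPr 10 mM (blue) or NaBu 1 mM (brown) and tested with both, each against its own untreated libraries. The replication, mitosis and histone lists lie below 0 with both compounds, with medians from −1.24 to −0.85, and ribosomal protein genes lie at 0.28 with NaPr and −0.25 with NaBu.

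The comparison of NaBu 1 mM with NaBu 0 mM asked the same of butyrate. Of the members tested, 43 of 45 genes of mitosis, 41 of 46 of DNA replication, 47 of 50 histone and 32 of 35 amino acid response genes fell, and 44 of 52 neuronal, 41 of 59 ion pump and channel, 22 of 27 enterocyte and 8 of 10 muscle genes rose. The calls of these lists were lost with an estimated correlation (adjusted p = 0.468 to 0.485). KRT20 (ENSG00000171431.3, chromosome 17, 40875889 to 40885242, GRCh38), a keratin gene of differentiated enterocytes, went from 0.168 ± 0.0763 to 25.04 ± 2.67 CPM (SD, n = 3), a log2 fold change of 7.17 ± 0.21 (SE; edgeR adjusted p = 6.35e-09). AHNAK2 went from 24.0 ± 2.06 to 479.9 ± 39.1 CPM (4.32 ± 0.11, adjusted p = 5.35e-09). The transcription factor gene MYB (ENSG00000118513.18, chromosome 6, 135181308 to 135219173) fell from 87.3 ± 7.07 to 10.2 ± 1.86 CPM (−3.11 ± 0.13, adjusted p = 3.75e-08).

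edgeR called 12469 of the 18920 genes tested, 6449 higher and 6020 lower, and 3536 and 1321 of them changed by a log2 fold change of at least 1. With library totals only 58.4% of the calls were higher, against 51.7%, and the median log2 fold change of all genes shifted by 0.091. Where a named gene is said to have risen or fallen with NaBu, all 3 treated libraries lay on the same side of the 3 untreated ones. Counts of list members that rose or fell rest on the adjusted p and the direction only.

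Of 45 genes of G2/M and mitosis 43 fell and none rose (44 adjusted over the list alone, median −0.98, camera adjusted p = 1.39e-12, and adjusted p = 0.468 with an estimated correlation). CCNA2 stood at −1.66 ± 0.09 and NDC80 at −1.74 ± 0.10. Of 46 genes of the G1/S transition and DNA replication 41 fell and 1 rose (42 and 1 adjusted over the list alone, median −0.85, camera adjusted p = 3.51e-10, and adjusted p = 0.485 with an estimated correlation). TYMS fell from 103 ± 6.35 to 20.9 ± 3.47 CPM (−2.31 ± 0.11) and MCM5 stood at −1.70 ± 0.09, while the cyclin gene CCNE1 rose (0.88 ± 0.10). Of 50 replication-dependent histone genes 47 fell and 1 rose (median −0.99, camera adjusted p = 1.34e-08, and adjusted p = 0.485 with an estimated correlation). H4C13 changed by −2.09 ± 0.13 and H2BC17 by −1.22 ± 0.11. Amino acid response and ATF4 target genes fell in 32 of 35 cases and rose in 1 (median −0.87, camera adjusted p = 1.34e-08, and adjusted p = 0.468 with an estimated correlation). The asparagine synthetase gene ASNS fell from 501 ± 31.2 to 135 ± 5.8 CPM (−1.90 ± 0.09) and the transcription factor gene ATF5 from 98.7 ± 8.4 to 12.1 ± 0.0783 CPM (−3.03 ± 0.08), and CEBPB rose (0.82 ± 0.10).

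Ribosomal protein genes fell in 32 of 78 cases and none rose (23 adjusted over the list alone, median −0.25, camera adjusted p = 5.82e-04, and adjusted p = 0.717 with an estimated correlation). RPL21 stood at −0.71 ± 0.12 and RPL14 at −0.65 ± 0.09. Nuclear-encoded oxidative phosphorylation genes fell in 25 of 48 cases and rose in 2 (median −0.26, camera adjusted p = 0.00116, and adjusted p = 0.632 with an estimated correlation). NDUFS3 stood at −1.19 ± 0.12 and NDUFB10 at 0.64 ± 0.09. MYC targets and ribosome biogenesis genes fell in 26 of 37 cases and rose in 2 (27 and 2 adjusted over the list alone, median −0.39, camera adjusted p = 3.27e-04, and adjusted p = 0.485 with an estimated correlation). UTP20 stood at −1.21 ± 0.08, DKC1 at −0.91 ± 0.09 and BOP1 at 0.78 ± 0.12. Histone acyltransferases and acyl readers fell in 14 of 20 cases and rose in 1 (median −0.47, camera adjusted p = 0.00156, and adjusted p = 0.485 with an estimated correlation). KAT6B changed by −1.73 ± 0.10, KAT5 by −1.64 ± 0.09 and KAT7 by −0.97 ± 0.07. Housekeeping genes, a list meant as a technical control, fell in 17 of 29 cases and rose in 1, B2M, which stood at 0.49 ± 0.07 (median −0.32, camera adjusted p = 0.00375, and adjusted p = 0.485 with an estimated correlation). Their median lay below those of the ribosomal protein and oxidative phosphorylation lists, so falls of that size were not particular to these lists.

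Of 52 neuronal and synaptic genes 44 rose and 1 fell (45 and 1 adjusted over the list alone, median 2.00, camera adjusted p = 1.53e-11, and adjusted p = 0.468 with an estimated correlation). These were 52 of 63 listed genes, and the filter favors rises among them. SLC17A7 stood at 5.25 ± 0.15, the splicing factor gene NOVA2 at 5.74 ± 0.15 and RAB3D at 4.41 ± 0.11, and VAMP2 fell (−0.46 ± 0.12). Ion pump and channel genes rose in 41 of 59 cases and fell in 8 (median 0.96, camera adjusted p = 3.19e-05, and adjusted p = 0.468 with an estimated correlation). The potassium channel gene KCNQ2 changed by 4.83 ± 0.12 and ATP2A3 by 3.49 ± 0.09, with the sodium channel gene SCNN1A lower (−1.69 ± 0.08). Of 27 enterocyte and colonocyte markers 22 rose and 3 fell (median 1.08, camera adjusted p = 2.51e-04, and adjusted p = 0.468 with an estimated correlation). Only these 27 of the 38 listed passed the filter. The peptidase gene DPP4 went from 1.62 to 10.4 CPM (2.68 ± 0.15), while EPS8L3 fell (−1.19 ± 0.08). NF-kappa-B and inflammatory genes rose in 22 of 30 cases and fell in 4 (median 1.31, camera adjusted p = 0.00175, and adjusted p = 0.468 with an estimated correlation). The complement gene C3 stood at 3.65 ± 0.15, NFKB2 at 1.19 ± 0.07 and NFKB1 at −1.77 ± 0.09. Interferon-stimulated genes rose in 24 of 37 cases and fell in 6 (median 0.49, camera adjusted p = 0.00767, and adjusted p = 0.485 with an estimated correlation). IFI6 changed by 3.71 ± 0.13 and HLA-E by 1.47 ± 0.07, with IFITM2 at −0.83 ± 0.13. TGF-beta and SMAD genes rose in 20 of 29 cases and fell in 4 (median 0.69, camera adjusted p = 0.00767, and adjusted p = 0.468 with an estimated correlation). CCN2 stood at 2.00 ± 0.13 and SMAD6 at 2.29 ± 0.11.

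All 4 peptidylarginine deiminase genes rose (camera adjusted p = 0.0166, and adjusted p = 0.468 with an estimated correlation). PADI2 changed by 5.22 ± 0.13 and PADI3 by 3.86 ± 0.21. All 6 tested of 8 listed metallothionein genes rose too (median 1.46, camera adjusted p = 0.0155, and adjusted p = 0.485 with an estimated correlation). MT1X changed by 1.52 ± 0.10. Those markers of other tissues that passed the filter mostly moved in the same direction, which the filter itself favors. All 7 tested of 13 fibroblast markers (median 2.91, camera adjusted p = 0.00218, and adjusted p = 0.468 with an estimated correlation) and all 4 tested of 11 endothelial markers (median 3.50, camera adjusted p = 0.0113, and adjusted p = 0.468 with an estimated correlation) rose. Of the 10 tested of 18 muscle markers 8 rose and none fell (median 1.63, camera adjusted p = 0.00289, and adjusted p = 0.468 with an estimated correlation). Of the 10 tested of 21 blood and immune cell markers 8 rose and none fell (median 1.82, camera adjusted p = 0.0103, and adjusted p = 0.468 with an estimated correlation). COL1A1 stood at 4.64 ± 0.19, DES at 4.86 ± 0.11, VWF at 2.60 ± 0.19 and CORO1A at 2.15 ± 0.09.

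Keratin genes rose in 13 of 20 cases and fell in 3 (median 1.00, camera adjusted p = 0.00767, and adjusted p = 0.468 with an estimated correlation). KRT86 stood at 4.21 ± 0.10 and KRT18 at −0.90 ± 0.11, although KRT86 and KRT81 share reads. Actin cytoskeleton and motility genes rose in 23 of 45 cases and fell in 6 (median 0.34, camera adjusted p = 0.00767, and adjusted p = 0.485 with an estimated correlation). FSCN1 changed by 1.66 ± 0.08. AP-1 and immediate-early genes rose in 15 of 28 and fell in 2 (median 0.49, camera adjusted p = 0.0176, and adjusted p = 0.625 with an estimated correlation). DUSP5 went from 25.04 ± 1.3 to 66.1 ± 7.81 CPM. Cell-substrate adhesion genes rose in 24 of 39 cases and fell in 6 (median 0.30, camera adjusted p = 0.0309, and adjusted p = 0.524 with an estimated correlation). SDC4 changed by 1.85 ± 0.13. Lysosome and autophagy genes rose in 16 of 33 and fell in 4 (median 0.20, camera adjusted p = 0.0357, and adjusted p = 0.485 with an estimated correlation). PSAP changed by 1.34 ± 0.10. The adhesion call was lost without NaBu 0 mM replicate 1 or 3 (highest adjusted p 0.0655) and the lysosome call without NaBu 0 mM replicate 1, 2 or 3 or NaBu 1 mM replicate 1 (highest 0.0709). With the trend on GC content and length removed, the keratin, actin, AP-1, adhesion and lysosome lists had adjusted p of 0.0603, 0.115, 0.323, 0.296 and 0.334, with medians of 0.69, 0.22, 0.21, 0.29 and 0.25. Without a filter on low counts the adhesion and lysosome lists had an adjusted p of 0.0511 each.

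No call was made for the CDK inhibitors (4 of 8 rose and 3 fell, camera adjusted p = 0.567), although CDKN1A stood at 2.38 ± 0.09, nor for Wnt/beta-catenin targets (10 rose and 13 fell of 30, 0.233), p53 targets (12 and 9 of 27, 0.605), apoptosis regulators (12 and 14 of 36, 0.873), propionate metabolism genes (10 and 11 of 27, 10 and 12 adjusted over the list alone, 0.538) or the mitochondrially encoded mRNAs (4 of 13 fell, none adjusted over the list alone, 0.113).

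Of the 9 genes named by the study, 6 rose and 2 fell with NaBu (camera adjusted p = 0.154). SAT1 rose by 1.45 ± 0.10, DHRS2 by 1.86 ± 0.12, KLF2 by 1.01 ± 0.18, MYC by 0.60 ± 0.12 and FOS by 1.74 ± 0.20. The log2 fold changes of ANP32B and MKI67 were −1.99 ± 0.11 and −1.01 ± 0.12. JUN was not called, at 0.19 ± 0.13 (edgeR adjusted p = 0.222), but without NaBu 1 mM replicate 3 it was, at 0.31 (adjusted p = 0.038). The highest fold changes of abundant genes were, besides KRT20, those of CRLF1 (7.04 ± 0.25), TMEM59L (6.41 ± 0.15), DACT3 (5.95 ± 0.16), CREB3L1 (5.93 ± 0.14) and NOVA2. The lowest were those of DBH (−3.89 ± 0.17), TRBC2 (−3.36 ± 0.15), POU2AF1 (−3.20 ± 0.15), MYB, ATF5 and the hyaluronan synthase gene HAS2 (−2.80 ± 0.12).

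**Figure D3:**
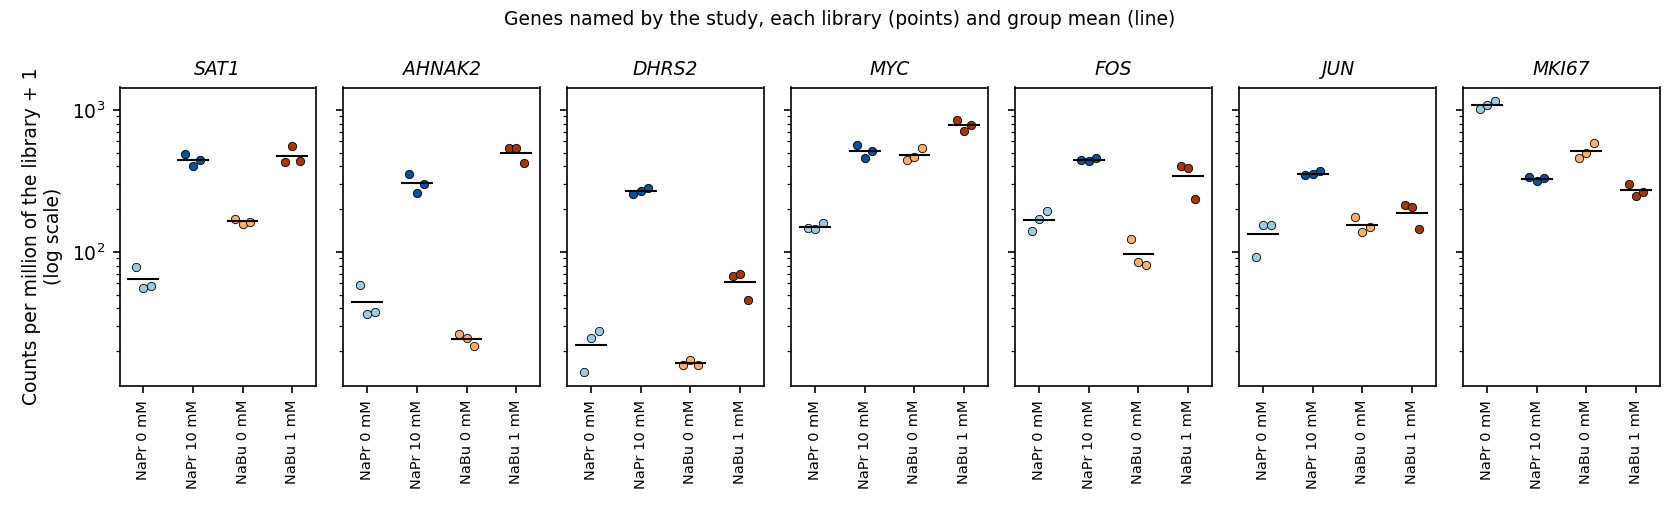
Expression in CPM of the library total plus 1 (log scale) of SAT1, AHNAK2, DHRS2, MYC, FOS, JUN and MKI67 in each library (points) of the 4 groups, with the group mean (line). SAT1 rises from 62.8 to 444 CPM with NaPr and from 163 to 473 CPM with NaBu, and MKI67 falls with both compounds.

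Set side by side, both compounds moved most of the genes called with both in the same direction. The doses differed, however (10 mM NaPr and 1 mM NaBu), and the experiments were done on different dates. Of 9429 genes tested with both, 1835 were called higher with both and 1933 lower with both, where independent lists would share 751 and 961. A further 127 were higher with NaPr and lower with NaBu, and 56 the reverse, so that 95.4% of the genes called with both moved in the same direction. Across genes, which are not independent replicates, log2 fold changes correlated with Pearson's r = 0.795 and Spearman's rho = 0.749. The untreated libraries of the 2 experiments were separate, so no shared controls enter these values.

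For several genes the responses could not be told apart by the test of the difference, whose 95% intervals show how far they could differ. The NaBu response minus the NaPr response was −0.10 for PADI2 (95% interval −1.14 to 0.94), 0.20 for FOS (−0.31 to 0.71) and −0.09 for NR4A1 (−0.89 to 0.71). It was 0.21 for FOXM1 (−0.17 to 0.59), 0.24 for MCM7 (−0.09 to 0.58), 0.04 for H2BC17 (−0.37 to 0.45), −0.11 for CREBBP (−0.51 to 0.29) and 0.01 for NHERF1 (−0.33 to 0.35). For G2/M and mitosis genes the median difference was 0.04, 2 genes were called each way, and the list was not called (camera adjusted p = 0.423).

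Other genes responded by different amounts. So did 9 gene lists given further below, but none kept its call with an estimated correlation (lowest camera adjusted p 0.27). SAT1, DHRS2, KLF2 and MYC rose less with NaBu, by differences of −1.51 ± 0.17, −1.91 ± 0.25, −2.24 ± 0.29 and −1.30 ± 0.16 (edgeR adjusted p = 1.16e-05, 5.18e-05, 4.70e-05 and 3.85e-05), and AHNAK2 rose more (1.37 ± 0.20, adjusted p = 1.52e-04). JUN differed by −1.34 ± 0.22 (adjusted p = 5.46e-04). Untreated levels also differed between the experiments. In CPM of the library total, SAT1 and MYC stood at 62.8 and 149 at 0 mM NaPr and at 163 and 481 at 0 mM NaBu. DHRS2 and KLF2 stood at 21.2 and 13.5 at 0 mM NaPr and at 15.4 and 3.33 at 0 mM NaBu. Whether the starting level set the size of the response was not tested. The CDK inhibitor gene CDKN1A responded more to NaBu (0.95 ± 0.17, adjusted p = 0.00102). The choline transporter gene SLC44A2 stood at −0.14 ± 0.15 with NaPr and 2.24 ± 0.10 with NaBu, a difference of 2.41 ± 0.19 (adjusted p = 1.53e-07), and VAT1L differed by 2.34 ± 0.26 (adjusted p = 1.20e-05).

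edgeR called 1695 of 17812 genes for a difference of responses, 751 with a higher and 944 with a lower log2 fold change under NaBu. Higher calls made up 44.3%, against 54.8% with RLE size factors, 74.4% with library totals only, 56.8% with DESeq2 and 67.5% with limma-voom, and library totals shifted the median of all genes by 0.22. On genes that passed the filter in the fits of both compounds edgeR called 1891, 1115 higher and 776 lower. The split into higher and lower calls therefore differed between scalings, tools and gene sets, and differences near 0 are of uncertain sign. Of the called genes 95 had at most 3 counts in a group, and 732 higher and 868 lower ones remained without them. The number called fell to 1151 without NaPr 0 mM replicate 2, and the number higher to 491 without NaPr 0 mM replicate 3.

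Amino acid response and ATF4 target genes lay lower with NaBu in 17 of 35 cases and higher in 1 (22 and 2 adjusted over the list alone, median difference −0.65, camera adjusted p = 4.17e-06, and adjusted p = 0.27 with an estimated correlation). The serine synthesis gene PHGDH differed by −1.26 ± 0.17 and ASNS by −2.21 ± 0.15, whereas the amino acid transporter gene SLC38A1 differed by 0.68 ± 0.15. Ribosomal protein genes lay lower with NaBu in 21 of 78 cases and higher in none (46 adjusted over the list alone, median −0.47, camera adjusted p = 4.56e-07, and adjusted p = 0.603 with an estimated correlation). RPS5 differed by −1.08 ± 0.16 and RPL3 by −0.79 ± 0.14. The mitochondrially encoded mRNAs lay lower in 12 of 13 cases (13 adjusted over the list alone, median −1.83, camera adjusted p = 4.66e-06, and adjusted p = 0.603 with an estimated correlation), and they made up 1.94 ± 0.517% and 4.41 ± 0.753% of the counts without and with NaPr and 1.52 ± 0.309% and 1.21 ± 0.375% without and with NaBu. Nuclear-encoded oxidative phosphorylation genes lay lower in 11 of 48 cases and higher in none (16 adjusted over the list alone, median −0.48, camera adjusted p = 0.00487, and adjusted p = 0.603 with an estimated correlation). UQCRC1 differed by −0.99 ± 0.15.

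G1/S and DNA replication genes lay higher with NaBu in 10 of 46 cases and lower in 1 (16 and 1 adjusted over the list alone, median difference 0.39, camera adjusted p = 6.87e-06, and adjusted p = 0.595 with an estimated correlation). MCM4 differed by 0.98 ± 0.15, the replication factor gene GINS2 by 1.81 ± 0.30 and the histone mRNA binding protein gene SLBP by 1.01 ± 0.18. Cholesterol synthesis genes lay lower in 7 of 25 cases and higher in none (10 and 1 adjusted over the list alone, median −0.53, camera adjusted p = 0.0111, and adjusted p = 0.27 with an estimated correlation). TM7SF2 differed by −1.53 ± 0.21 and SREBF2, a transcription factor gene of this pathway, by −0.96 ± 0.16. Glycolysis genes lay lower in 7 of 24 cases and higher in 1 (10 and 1 adjusted over the list alone, median −0.43, camera adjusted p = 0.0113, and adjusted p = 0.603 with an estimated correlation). ALDOC differed by −2.59 ± 0.50 and HK2 by −1.14 ± 0.25. Lysosome and autophagy genes lay lower in 11 of 33 cases and higher in 1 (13 and 2 adjusted over the list alone, median −0.27, camera adjusted p = 0.0113, and adjusted p = 0.27 with an estimated correlation). NPC1 differed by −1.55 ± 0.15 and CTSD by −0.96 ± 0.14. Unfolded protein response chaperones had a median of 0.26 (camera adjusted p = 0.0384, and adjusted p = 0.27 with an estimated correlation) with 1 of 23 called, none adjusted over the list alone. The calls of the glycolysis, lysosome and oxidative phosphorylation lists were lost with library totals only (adjusted p = 0.106, 0.106 and 0.0551, with medians of −0.22, −0.05 and −0.27). That of the lysosome list was lost also without NaPr 0 mM replicate 3 (0.0539), and that of the chaperones without any 1 of the 6 NaPr libraries (0 mM replicates 1 to 3 and 10 mM replicates 1 to 3, highest 0.115), without mitochondrial and small RNA genes (0.0576) and with the trend on GC content and length removed (0.24, with a median of 0.08).

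**Figure D4:**
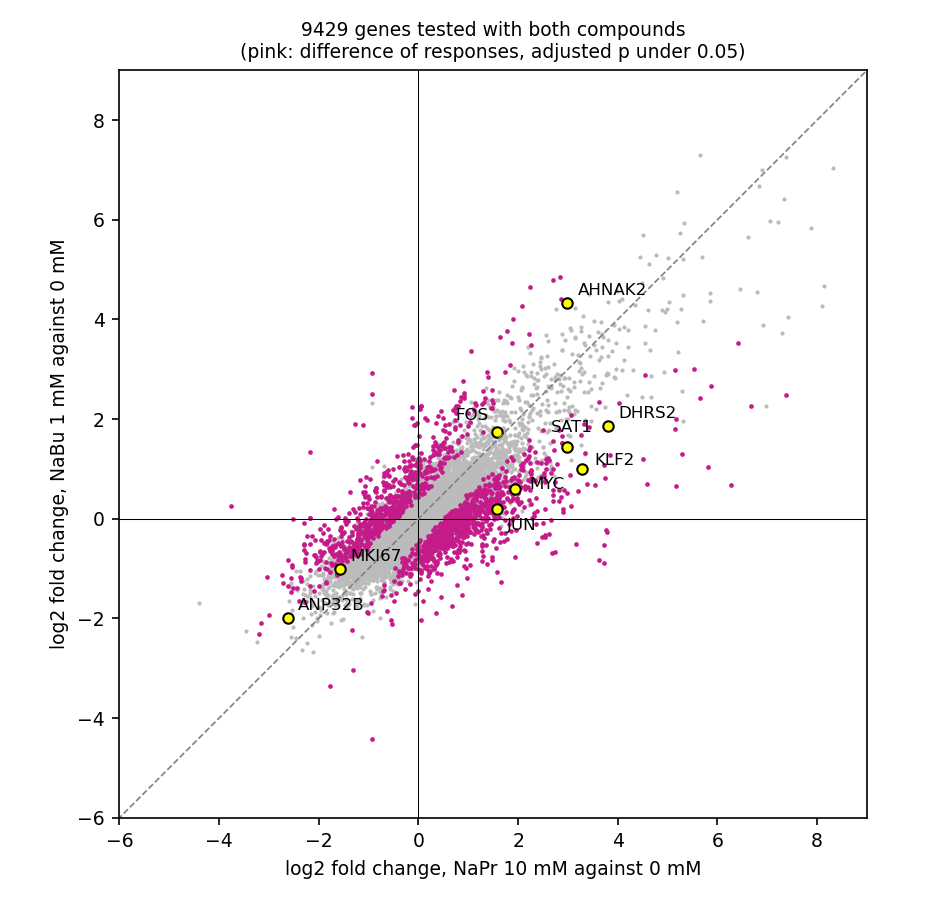
Log2 fold change with NaPr 10 mM (horizontal) and NaBu 1 mM (vertical), each against its own untreated libraries, for 9429 genes tested with both, with genes called for a difference of responses in pink and the genes named by the study in yellow. SAT1, KLF2, MYC and JUN lie below the dashed line of equal response and AHNAK2 above it, and Pearson's r over the points is 0.795.

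The study also compared the treated libraries directly. In that comparison the compound and the experiment cannot be told apart, so it is given beside the same comparison of the untreated libraries. Between NaPr 10 mM and NaBu 1 mM, edgeR called 9007 of 17812 genes, 3804 higher and 5203 lower in the NaPr libraries. Between the untreated libraries of both experiments it called 7903, 3034 higher and 4869 lower in the NaPr experiment, and 5714 genes were called in the same direction in both comparisons, against 143 in opposite directions. Independent lists would share 648 genes called higher and 1422 called lower. Higher calls made up 42.2% in the direct comparison (11.8% with library totals only and 52.9% with DESeq2) and 38.4% between untreated libraries (48.7% with RLE size factors, 16.2% with library totals only, 56.2% with DESeq2 and 51.5% with limma-voom). The median of all genes shifted by 0.11 (RLE), −0.73 (totals) and 0.11 (DESeq2) in the direct comparison and by 0.18, −0.52 and 0.18 between untreated libraries.

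A few genes that differed between the untreated libraries are given as examples, chosen after their values were seen. VIL1, which encodes the microvillus protein villin, stood at 3.69 ± 1.95 CPM of the library total at 0 mM NaPr and at 370 ± 24.0 CPM at 0 mM NaBu (SD, n = 3), a log2 fold change of −6.11 ± 0.22 (edgeR adjusted p = 4.05e-14). The cyclin gene CCND2 stood at 1.72 ± 0.65 and 942 ± 96.0 CPM, and the transglutaminase gene TGM2 at 4283 ± 188 and 667 ± 32.5 CPM. SEMA3A, PCDH19 and DACH1 had no counts in any NaPr library, treated or not, and 275 ± 30.2, 221 ± 22.8 and 125 ± 12.3 CPM at 0 mM NaBu.

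**Figure D5:**
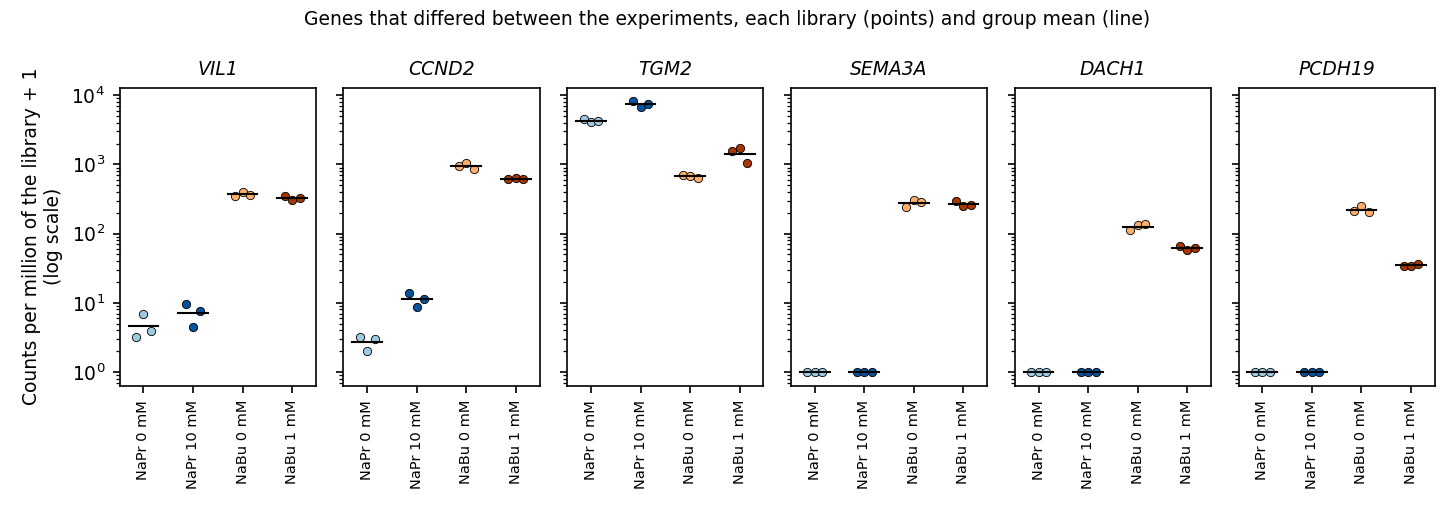
Expression in CPM of the library total plus 1 (log scale) of VIL1, CCND2, TGM2, SEMA3A, DACH1 and PCDH19 in each library (points) of the 4 groups, with the group mean (line). The values separate the NaPr from the NaBu experiment without treatment, with VIL1 at 3.69 and 370 CPM and TGM2 at 4283 and 667 CPM.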

Values the study reported

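Sequencing was stated to give about 20 M uniquely mapped reads per sample on average. The study reported 2,027 upregulated and 1,151 downregulated genes following NaPr treatment. For NaPr versus NaBu it gave 3,082 upregulated and 2,783 downregulated genes. Among genes raised by NaPr it listed DHRS2 at 3.80-fold (FDR = 2.44e-67) and KLF2 at 3.28-fold (FDR = 4.95e-32). SAT1 was given as 2.99-fold (FDR = 2.04e-100) and AHNAK2 as 2.98-fold (FDR = 8.71e-71). Among genes lowered by NaPr it listed MKI67 at −1.57-fold (FDR = 5.90e-48) and ANP32B at −2.63-fold (FDR = 2.01e-52).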

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

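The tests with thinned libraries and with the trend on GC content and length removed were chosen after the data had been seen.

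Responses to NaBu and NaPr differed, by the test of the difference itself (NaBu minus NaPr, edgeR), in 1695 genes. Among the genes named by the study, AHNAK2 (1.37), ANP32B (0.67) and MKI67 (0.59) had a higher log2 fold change with NaBu, and SAT1 (−1.51), DHRS2 (−1.91), KLF2 (−2.24), MYC (−1.30) and JUN (−1.34) a lower one. The highest differences were those of SLC44A2 and COL1A1 (2.41 each), VAT1L (2.34), LYPD5 (2.24), PLEKHG6 (2.22) and the xylosyltransferase gene GXYLT2 (2.22). The calls of ANP32B and MKI67 were lost without NaPr 0 mM replicate 2 or 3 or NaPr 10 mM replicate 1 or 3 (highest adjusted p 0.122 and 0.0845), and that of PLEKHG6 without NaPr 0 mM replicate 2 (0.0591). The call of COL1A1 was lost without NaPr 0 mM replicate 1, 2 or 3, NaPr 10 mM replicate 2 or 3 or NaBu 0 mM replicate 2 (highest 0.301). The 6 genes with the lowest differences (MYT1, CGNL1, TERC, LRATD1, HBA1 and LAT2) had at most 2 counts in the untreated NaPr libraries, so the size of their difference was not measured.

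By camera on the same difference, the median of G1/S and DNA replication genes was 0.39 and that of unfolded protein response chaperones 0.26. Medians below 0 were found for the mitochondrially encoded mRNAs (−1.83), amino acid response and ATF4 targets (−0.65), cholesterol synthesis (−0.53), oxidative phosphorylation (−0.48), ribosomal protein (−0.47), glycolysis (−0.43) and lysosome genes (−0.27). All 9 calls were lost with an estimated correlation (adjusted p = 0.27 to 0.603). With library totals only, those of the oxidative phosphorylation (median −0.27, adjusted p = 0.0551), glycolysis (−0.22, 0.106) and lysosome genes (−0.05, 0.106) were lost. The adjusted p of the chaperones passed 0.05 without each of the 6 NaPr libraries (0 mM replicates 1 to 3 and 10 mM replicates 1 to 3, highest 0.115) and that of the lysosome genes without NaPr 0 mM replicate 3 (0.0539).

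Of 100 labellings of the libraries as treated or untreated within their experiments, the real one included, 7 gave as many genes with a difference of responses as the real one (real value 1695, highest other 8995), so chance was not excluded by this count. The 6 others kept or exchanged the true groups of at least 1 compound and so carried its whole response, and the highest kept the groups of 1 compound and exchanged those of the other, which adds the responses. None of the 85 labellings that mixed the groups of both compounds gave as many. Mixing places the responses in the spread within groups, which lowers the number of calls, so these labellings cannot test the count.

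edgeR called 12469 genes with NaBu and 4789 with NaPr. With the NaBu libraries thinned to the depth of the NaPr libraries, the NaBu count was 0.83 times the NaPr count (0.813 to 0.846 over 5 draws), which is consistent with depth as the source of the excess. Over 2309 genes of at least 50 CPM in both experiments the median absolute log2 fold change was 0.383 with NaBu and 0.467 with NaPr. The ratio was 0.82 (95% interval 0.78 to 0.858 from a bootstrap of genes). Genes are not independent replicates, and this interval leaves out the spread between libraries. A larger response to NaBu was not seen. It cannot be excluded either, because noise raises such medians more in the shallower NaPr libraries. Among all unchanged simulated genes the median was 0.153 in the NaPr design and 0.101 in the NaBu design. How the compounds compare at equal doses stays open, because the doses were 10 and 1 mM.

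The untreated libraries of the experiments differed in 7903 genes. Without mitochondrial and small RNA genes 7739 genes differed, 3158 higher and 4581 lower. That count cannot test the share of rRNA and mitochondrial RNA, because TMM factors already take up a uniform scaling. The removal moved log2 fold changes by a median of only 0.045. A changed share would, however, scale all other genes of a library alike. The 3034 higher and 4869 lower genes of the main fit therefore argue against it as the whole cause. Against a trend on GC content and length as the whole cause speaks the count of 8079 genes with the trend removed, and against depth as the whole cause that of 5341 genes (5302 to 5390 over 5 draws) with the NaBu libraries thinned to the NaPr depth. Another culture or stock of the cells, a wrong label and the date of the experiment were not tested and may each be a source, since every NaPr library is of one date and every NaBu library of another. The difference of responses removes what separates the experiments only where it is the same factor in treated and untreated libraries.

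Ribosomal protein genes had a median log2 fold change of 0.28 with NaPr and −0.25 with NaBu. A trend on GC content and length as the whole source of the difference of responses is argued against by its call with that trend removed (camera adjusted p = 7.18e-06). That test covers the difference only and not the direction with each compound. RNA composition stays open, because removing mitochondrial and small RNA genes moved the log2 fold changes of all genes by a median of 0.0020 and so could not test it (median of the list 0.28 with NaPr). The NaPr call was lost with library totals only (median 0.12, adjusted p = 0.122) and without NaPr 0 mM replicate 3 (median 0.15, adjusted p = 0.174), so that the call and the size of the NaPr median, but not its direction, depended on the scaling and on that library. The difference was called with library totals too (median −0.26, adjusted p = 1.58e-04), but not with an estimated correlation (adjusted p = 0.603). The date of the experiment cannot be told apart from the compound here. A biological difference between the compounds or doses remains open and was not tested.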

How the results depend on the processing

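Thinning, the removed trend on GC content and length, DESeq2 with a log2 threshold and the difference on genes that passed both filters were tests chosen after the data had been seen.

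No called result for a named gene and no called list turned its direction under the settings it was compared under. The direction of other called genes was not followed in this way. Of 483 results for named genes, 5654 values under other settings kept their side of the threshold, 206 (of 64 results) no longer passed it and 1 (JUN with NaBu, without NaBu 1 mM replicate 3) newly passed it. For 59 called lists 757 values stayed past the threshold and 119 did not, 59 of them those with an estimated correlation.

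The total counts of called genes moved by over 1.5 times only where a larger change was required or fewer counts were used. The split into higher and lower calls moved with the scaling, the tool and the gene set as given above. Similar totals did not mean the same genes. With the trend on GC content and length removed, 3412 of 4789 calls with NaPr were kept in the same direction. With NaBu 10419 of 12469 were kept, and 1189 of 1695 for the difference. Log2 fold changes correlated with GC content at Pearson's r = 0.385 with NaPr and 0.239 with NaBu. With a log2 fold change of at least 1, edgeR called 2311 genes with NaPr, 4857 with NaBu, 891 for the difference of responses, 4931 between the treated and 4782 between the untreated libraries, and 1042 with both compounds in the same direction. DESeq2 with that threshold called 2617, 5186, 1022, 4963 and 5165. With the NaBu libraries thinned to the NaPr depth, the median of 5 draws was 3973 genes with NaBu, 983 for the difference and 2463 with both compounds in the same direction. DESeq2 without the threshold called 4343 genes with NaPr, 12222 with NaBu and 2192 for the difference, and limma-voom 4776, 12513 and 1704, of which 813 were also called by edgeR in the same direction.

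With an estimated correlation camera called 0 lists in each comparison (10, 4 and 5 lists with NaPr, NaBu and the difference had an unadjusted p under 0.05), against 24, 26 and 9 with the preset one. With fry, which does not compare a list with other genes, 43, 41 and 28 lists passed, but not the ribosomal protein genes with NaBu (adjusted p = 0.09). The lowest adjusted p with an estimated correlation were 0.0528, 0.468 and 0.27.

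Leaving out each library in turn gave 4147 to 4704 genes with NaPr, 11626 to 12317 with NaBu, 1151 (without NaPr 0 mM replicate 2) to 1862 for the difference, 7415 to 9112 between the treated libraries, 6636 to 7949 between the untreated ones and 3289 to 3726 with both compounds in the same direction. Lists called numbered 18 to 26, 24 to 27 and 7 to 13. Without NaBu 1 mM replicate 3, which stood apart, 12317, 1862, 7415 and 7109 genes were called with NaBu, for the difference, between the treated and between the untreated libraries.

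Same-numbered libraries did not deviate together (correlations 0.022, −0.020 and 0.011 with NaPr, −0.245, −0.030 and 0.070 with NaBu), and not every library correlated best with its own number. With the replicate number as a block edgeR called 4653 genes with NaPr, 11769 with NaBu, 1296 for the difference, 8624 between the treated and 7663 between the untreated libraries, and 3572 with both compounds in the same direction. The lists called were 22, 25 and 8, without the MYC target (adjusted p = 0.059) and short-chain fatty acid transporter lists (0.053) with NaPr, the lysosome list with NaBu (0.062) and the chaperone list for the difference (0.0584).

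Each comparison of 3 with 3 libraries allows 10 splits, too few for a share under 0.05. The real split was the 1 with the most genes in the NaPr (4789, highest other 0), NaBu (12469, highest other 0), treated (9007, highest other 0) and untreated comparison (7903, highest other 0). Every other split mixes the groups compared, which places their difference in the spread within groups and lowers the number of calls. These splits therefore cannot test the counts.

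Depth limits the NaPr comparison. In simulated counts of that design 61.9% of genes changed by a log2 fold change of 1 were recovered, and 30.8% in the design for the difference. Of the simulated genes 9133 of 9368 and 17584 of 17825 were unchanged, whereas 4789 of 9434 and 1695 of 17812 real genes were called. The adjustment over all genes is stricter where few genes change, so these shares need not hold for the real tests. A gene without a call is still not shown to be unchanged.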

Other observations

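Inhibitors of cyclin-dependent kinases, a list without a call, moved in both directions with both compounds. CDKN1A, which encodes p21, rose by 1.47 ± 0.13 (log2, SE) with NaPr (edgeR adjusted p = 3.07e-09) and 2.38 ± 0.09 with NaBu (2.32e-08), CDKN1C by 2.40 ± 0.30 and 1.83 ± 0.09, and CDKN2B by 1.34 ± 0.40 and 1.87 ± 0.08. CDKN1B and CDKN2A stood at −0.65 ± 0.26 and −0.65 ± 0.25 with NaPr and −0.83 ± 0.08 and −0.63 ± 0.14 with NaBu. The NaPr call of CDKN1B was lost without NaPr 0 mM replicate 1 or 3 or NaPr 10 mM replicate 1, 2 or 3 (highest adjusted p 0.13) and that of CDKN2A without NaPr 0 mM replicate 2 or 3 or NaPr 10 mM replicate 2 or 3 (0.114). With NaBu, CDKN2C fell by 1.21 ± 0.11 and CDKN2D rose by 1.14 ± 0.12. CDKN3 was not called with NaPr (−0.06 ± 0.27, adjusted p = 0.874) or NaBu (−0.11 ± 0.14, adjusted p = 0.51).

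Polyamine genes rose in 7 of 10 cases and fell in 2 with NaPr (camera adjusted p = 0.0917), and rose in 4 and fell in 3 of 12 with NaBu (0.527). ODC1, which encodes the enzyme that makes putrescine, rose with NaPr (0.67 ± 0.11) and fell with NaBu (−0.55 ± 0.09), a difference of −1.19 ± 0.14 (edgeR adjusted p = 1.79e-05), while SAT1, on the side of polyamine breakdown, rose with both. Histone deacetylase genes went both ways too. HDAC11 stood at 2.34 ± 0.42 with NaPr and 1.22 ± 0.09 with NaBu, HDAC5 at 1.51 ± 0.19 and 0.99 ± 0.09, and HDAC7 at −1.44 ± 0.18 and −0.85 ± 0.08.

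The library totals were at most 1826564 expected counts in the NaPr experiment and at least 41671180 in the NaBu experiment. The former are lower and the latter higher than the depth quoted from the study above, which was given in uniquely mapped reads. With NaPr edgeR called 2493 genes higher and 2296 lower, and DESeq2 2401 and 1942. In the NaPr against the NaBu libraries edgeR called 3804 higher and 5203 lower, and DESeq2, which also scales with other size factors, 4750 and 4229. All of these counts are higher than the numbers quoted from the study above, which came from DESeq2. As linear ratios, the rises with NaPr were 7.94-fold for SAT1, 7.91-fold for AHNAK2, 13.95-fold for DHRS2 and 9.68-fold for KLF2. These are higher than the folds quoted from the study above, which equal the log2 values found here to within rounding. The edgeR adjusted p were 1.29e-14 for SAT1, 9.00e-14 for AHNAK2, 4.52e-14 for DHRS2, 1.33e-12 for KLF2, 5.26e-13 for ANP32B and 3.12e-11 for MKI67. They are higher than the values quoted from the study above, which came from another tool.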
